A study of Saccharomyces cerevisiae and Kluyveromyces marxianus with 18 samples.

How the data were processed

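Poly(A)-selected RNA from 18 chemostat cultures was sequenced as stranded paired-end libraries, 8 from K. marxianus CBS6556 and 10 from S. cerevisiae CEN.PK113-7D. The deposited count tables, 1 per species, hold raw counts of read pairs per gene. Per the file headers, the authors made them with featureCounts 1.6.0 on the gene features of a CBS6556 annotation and of a CEN.PK113-7D annotation, counting pairs with both ends mapped and leaving out chimeric pairs. The command set no strand option, so the counts are unstranded. It also left out multi-mapping reads and reads that overlap several genes. Values of paralog families (PAU, TIR, hexose transporters, maltose genes) and of the 90 K. marxianus and 155 S. cerevisiae genes that overlap another gene are limited by this. The aligner and the read filters are not stated in the headers. Coordinates are those of the authors' annotations.

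The authors also deposited 9 tables of pairwise comparisons. Per the file headers their columns are a log2 fold change, a log2 average CPM, a likelihood ratio, which is a score, a p-value and an adjusted p-value. The test, the filter and the design behind the authors' deposited p-values are not stated. These tables were compared with the counts and were not used for any other value.

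Samples were grouped by species, oxygen supply, Tween 80 and ergosterol as the labels state, with 2 libraries per group. The comparisons were oxygen-limited against aerobic, TE against aerobic, TE against oxygen-limited and T against TE cultures in each species, and in S. cerevisiae also unsupplemented against T and against TE cultures. The last of these was added to the pairwise comparisons of the authors' tables because its groups share a run code. The titles share a stem between libraries of different groups in T against TE of K. marxianus and in unsupplemented against TE of S. cerevisiae. The labels do not state that libraries of 1 stem are pairs. The stem was therefore used as a replicate block in an alternative alone. Over 2 stem pairs, the replicate differences of the groups had Pearson's r of 0.200 and Spearman's rho of 0.245 across 4893 genes in K. marxianus, and -0.104 and -0.0845 across 5562 genes in S. cerevisiae. Genes are not independent replicates.

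Counts were analysed with R 4.3.3 and edgeR 4.0.16. For each species, genes were filtered with filterByExpr on the groups, which kept 5143 of 5330 K. marxianus and 5868 of 6171 S. cerevisiae genes. Libraries were scaled by TMM, and all groups of the species entered 1 quasi-likelihood fit of group means, with 4 residual degrees of freedom in K. marxianus and 5 in S. cerevisiae. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, over all genes tested in the comparison. The standard error (SE) is the absolute log2 fold change divided by the square root of the F statistic. The size of a comparison was also given as the number of genes with an absolute log2 fold change of at least 1, which needs no test. CPM are TMM-scaled, and means and SD are over 2 libraries. With 2 libraries per group neither an exact permutation test within a gene nor a test of other splits of the samples can pass the threshold, so none was run.

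K. marxianus genes were matched to S. cerevisiae by the reference entry the deposited files give. Such an entry was present for 3979 K. marxianus and 5422 S. cerevisiae genes. The species difference used the 3898 genes matched 1 to 1, in a fit of the libraries of the 4 shared conditions with TMM factors computed within each species. It tested the K. marxianus log2 fold change minus that of S. cerevisiae.

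There were 13 gene lists, written from general knowledge of S. cerevisiae: ergosterol biosynthesis, oxygen-requiring sterol steps, sterol import and its regulators, anaerobic cell wall mannoproteins, unsaturated fatty acid synthesis, heme biosynthesis, the respiratory chain and ATP synthase, the TCA cycle, glycolysis and ethanol formation, beta-oxidation, hypoxic isoforms and their repressor, oxidative stress defence, and the zinc and iron regulon. The oxygen-requiring steps are a subset of the ergosterol list, and CTA1 is in both the beta-oxidation and the oxidative stress list. Lists with at least 3 tested members were tested with camera at a preset correlation between genes of 0.01, adjusted over the 40 tests in K. marxianus, the 78 in S. cerevisiae and the 40 of the species difference. A list's median is over its tested members.

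The groups, comparisons, tests, gene lists, named-gene rule and most alternatives were fixed before the data were examined. By that rule each comparison names the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 10 CPM in 1 of the groups and no overlap between the groups. Members of the lists could be named as well. ERG1, ERG3, ERG11, ERG25, OLE1, AUS1 and PDR11 are such members, and were chosen after their values were seen. The same holds for SCEN_L02180 in the closing section.

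Alternatives fixed in advance were RLE normalization, no filter on low counts, DESeq2 1.42.0, a fit of the pair of groups alone, a further threshold of 1 on the absolute log2 fold change, the replicate block, leaving out each library in turn for the size of a comparison and the named genes, and for the lists the rotation test fry and an estimated correlation (limma 3.58.1). Alternatives chosen after seeing the data were the likelihood ratio test of edgeR, voom with library quality weights, robust dispersion shrinkage, the replicate block with crossed stems, leaving out each library outside a comparison, leaving out each library of a comparison for the list medians, and all alternatives for the named pairs of the species difference. Where a library left out left its group with 1 library, no test was made. A group at 0 was set to a floor of 3 counts, and that bound covers counting error only, since reads carry no molecular identifiers. Trends on gene length and GC content were removed with a loess fit of span 0.5 over genes with a mean of at least 10 CPM. GC content came from the S. cerevisiae S288C reference, for 93.6% of those genes. No genome sequence of K. marxianus was used here, so GC content was not examined in that species.

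The tests were tested on simulated data with the dispersion fitted to each gene in the real libraries and 200 changed genes per comparison. Changes were 1 or 2 log2 units in either direction, among genes with a mean of at least 10 CPM. Each gene had 1 dispersion in all groups, whereas the real groups differed in the spread between replicates. The rates therefore cannot show how the tests behave in groups with replicates far apart, such as K. marxianus T and S. cerevisiae unsupplemented. In K. marxianus 87 to 91.5% of the changed genes were recovered, and 4.23 to 7.22% of the calls were false. The comparisons were oxygen-limited against aerobic (5135 genes), TE against aerobic (5134), TE against oxygen-limited (5132) and T against TE cultures (5134). In S. cerevisiae 15.5 to 32.5% were recovered (0 to 4% of the changes of 1 log2 unit and 31 to 62% of those of 2) with 2.17 to 10.96% false, over the same comparisons (5860, 5860, 5862 and 5864 genes) and unsupplemented against T (5856) and against TE cultures (5860). For the species difference, over 3898 pairs in each of the 4 comparisons, 77 to 83% were recovered with 4.60 to 5.46% false. Of 100 random lists per comparison, at most 5 had a p under 0.05 with camera in any comparison of either species. Simulated genes were drawn independently, so this check could not test the preset correlation between genes. Tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.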

Results

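Messenger RNA was measured by stranded, poly(A)-selected RNA sequencing in steady-state chemostat cultures of a pair of yeasts. Kluyveromyces marxianus strain CBS6556 is a thermotolerant species, and Saccharomyces cerevisiae strain CEN.PK113-7D is a laboratory reference strain. All cultures had a dilution rate of 0.1 per hour, a pH of 6 and urea in the medium. The 18 libraries formed 9 groups of 2. Aerobic cultures received 7.5 g/L glucose, 10 mg/L ergosterol and 0 mg/L Tween 80, a detergent that supplies unsaturated fatty acids. Oxygen-limited cultures received 20 g/L glucose, 420 mg/L Tween 80 and 10 mg/L ergosterol. Anaerobic cultures all received 20 g/L glucose, and differed in supplements: 420 mg/L Tween 80 with 10 mg/L ergosterol (group TE), 420 mg/L Tween 80 with 0 mg/L ergosterol (group T), or neither (the unsupplemented group, in S. cerevisiae alone).

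Total counts per library ranged from 6510449 to 10660870 in K. marxianus. In S. cerevisiae they ranged from 2849618 to 13112466, and the lowest total belonged to replicate 2 of the unsupplemented group. The run code in the sample titles was confounded with the group in every comparison except T against TE in K. marxianus and unsupplemented against TE in S. cerevisiae. The change of group and the change of run cannot be told apart in the others.

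**Figure D1:**
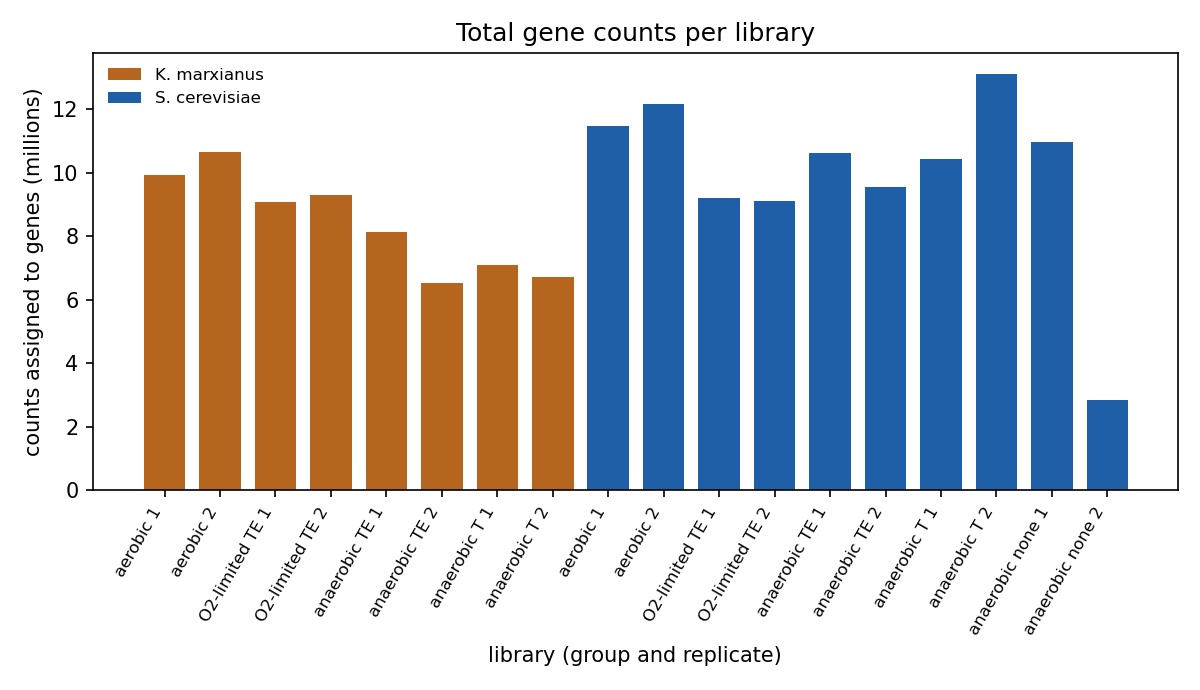
Total gene counts per library, as bars from 0, for the 8 K. marxianus libraries (brown) and the 10 S. cerevisiae libraries (blue). Unsupplemented replicate 2 of S. cerevisiae had 2849618 counts, the lowest total of the 18.

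The replicates of a group differed by an amount that varied between groups. Across 4893 K. marxianus genes, the standard deviation (SD) of the log2 difference between the replicates was 0.15 in the aerobic group, 0.14 in the oxygen-limited group, 0.25 in TE and 0.61 in T. Across 5562 S. cerevisiae genes it was 0.16 in the aerobic group, 0.48 in the oxygen-limited group, 0.21 in TE and 0.13 in T. The unsupplemented replicates stood apart, with Pearson's r of 0.710 across genes, against 0.957 to 0.996 in the other 4 S. cerevisiae groups. Genes are not independent replicates, so these correlations carry no p-value. The dispersion in the S. cerevisiae model was fitted over all groups, the unsupplemented one included, and the biological coefficient of variation was 32.1%, against 15.5% in K. marxianus.

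Oxygen-limited cultures were compared with aerobic cultures to ask how transcripts changed as oxygen became limiting. Glucose and Tween 80 changed together with oxygen here and in the comparison of TE with aerobic cultures, so the effects of the 3 factors cannot be told apart. In K. marxianus, 2418 of the 5143 genes tested had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), of which 1134 were higher and 1284 lower under oxygen limitation. A further requirement of an absolute log2 fold change above 1 lowered this count to 1022, and the pair of groups fitted alone raised it to 3878. A change of at least 1 log2 unit was seen in 1063 genes, with or without a call.

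Among the K. marxianus genes selected by rule, the gene assigned to ALD5 (KM6556v0_D004370, chromosome 4, 915536 to 917080) rose from 3.68 ± 0.436 to 2181 ± 37.9 CPM (TMM-scaled normalised read counts, mean ± SD, n = 2). Its log2 fold change was 9.20 (SE 0.88, adjusted p 0.000200), and the alternative that moved it most, leaving out aerobic replicate 2, gave 9.39. The gene assigned to ALD4 (KM6556v0_E000080, chromosome 5, 18815 to 20380) went from 18952 ± 655.9 to 9.48 ± 0.226 CPM (SD, n = 2), a log2 fold change of -10.96 (SE 0.41, adjusted p 2.99e-06). The names come from the deposited S. cerevisiae counterparts, and the assignment within the aldehyde and alcohol dehydrogenase families is uncertain. The other genes selected were the gene assigned to ADH1 (KM6556v0_D002480) at 8.64, KM6556v0_A003270 at 8.96, KM6556v0_C008000 at -10.81 and KM6556v0_A005660 at -10.40, the last 3 without an S. cerevisiae counterpart.

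In S. cerevisiae, 827 of 5868 genes had an adjusted p under 0.05 for the same question, 468 higher and 359 lower. This count was decided by a library outside the comparison: it was 3670 without unsupplemented replicate 1, 3656 without unsupplemented replicate 2 and 353 without T replicate 1. A change of at least 1 log2 unit was seen in 1356 genes. The acetate transporter gene ADY2 (SCEN_C00900, chromosome 3, 137422 to 138273) went from 1911 ± 329.2 to 6.41 ± 0.827 CPM (SD, n = 2), a log2 fold change of -8.22 (SE 0.42, adjusted p 0.000238). ADH2 (SCEN_M04450) had -7.54 and FDH1 (SCEN_O05430) -7.13. The largest increases selected were in SCEN_I01990 (chromosome 9, 383762 to 387865), from 8.86 ± 0.557 to 856.4 ± 8.80 CPM (SD, n = 2), with 6.59 (SE 1.53, adjusted p 0.0287), OSW1 (SCEN_O04170) with 6.57 and SCEN_O05370 with 5.90. OSW1 had 0 counts in aerobic replicate 2, so no fold is given without aerobic replicate 1, and its log2 fold change was 5.55 without aerobic replicate 2.

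**Figure D2:**
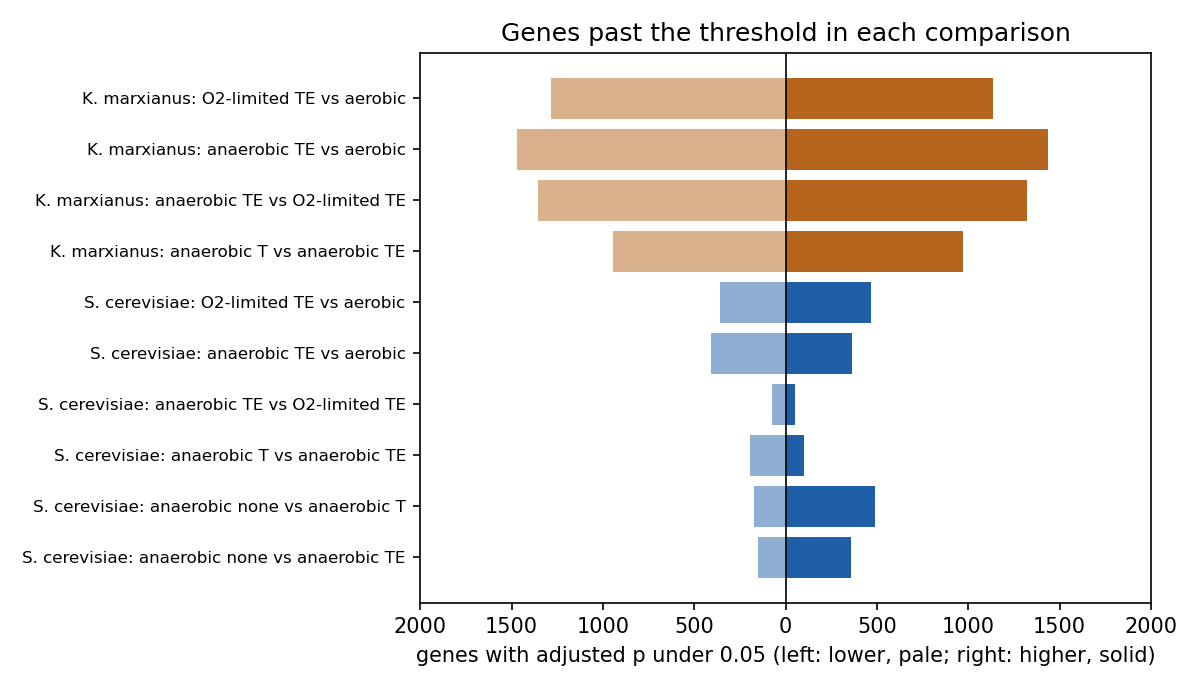
Number of genes with an adjusted p under 0.05 in each comparison, with genes lower in the first-named group drawn to the left (pale) and genes higher drawn to the right (solid). The counts ran from 1917 to 2906 in K. marxianus and from 124 to 827 in S. cerevisiae.

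Gene lists fixed from general knowledge of S. cerevisiae were tested as sets with camera. The list of ergosterol biosynthesis rose under oxygen limitation in K. marxianus, with a median log2 fold change of 0.98, 21 of 22 genes higher and an adjusted p of 2.53e-05. Of its 22 genes, 18 passed over all genes tested and 18 adjusted over the list alone. In S. cerevisiae the same list fell, with a median of -0.90, 20 of 24 genes lower and an adjusted p of 1.90e-05; 10 genes passed over all genes and 12 adjusted over the list alone. For the oxygen-requiring sterol steps, a subset of 5 of these genes, the median was 2.47 in K. marxianus (adjusted p 0.000334, 5 of 5 higher) and -2.19 in S. cerevisiae (adjusted p 8.22e-06, 5 of 5 lower). The setting that mattered most for the lists was the correlation between genes. With it estimated from the data, 4 of the 16 calls held in K. marxianus, namely beta-oxidation in oxygen-limited and in TE against aerobic cultures and the respiratory chain in TE against aerobic and against oxygen-limited cultures. In S. cerevisiae 0 of the 38 calls held with it, although 14 of the 78 tests had an unadjusted p under 0.05. Under the rotation test fry all 16 calls in K. marxianus held, and all but 7 in S. cerevisiae. Those 7 were glycolysis in TE against aerobic and oxygen-limited cultures, beta-oxidation and heme in TE against oxygen-limited cultures, oxidative stress in both comparisons of the unsupplemented group, and the zinc and iron list in unsupplemented against TE cultures.

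Other lists moved in both species or in 1 of them. Beta-oxidation fell, with a median log2 fold change of -6.13 in K. marxianus (adjusted p 3.54e-25, 9 of 9 genes lower) and -2.26 in S. cerevisiae (adjusted p 1.32e-09, 10 of 10 lower). Glycolysis and ethanol formation rose in K. marxianus, with a median of 2.71 (adjusted p 1.79e-18, 13 of 13 higher), and had a median of -0.07 in S. cerevisiae (adjusted p 0.936), where leaving out oxygen-limited replicate 2 gave -0.51 and leaving out replicate 1 gave 0.26. The respiratory chain and ATP synthase list fell in K. marxianus, with a median of -0.93 (adjusted p 9.61e-07, 31 of 32 lower) and was not called in S. cerevisiae, at 0.70 (adjusted p 0.245, 21 of 34 higher), where leaving out oxygen-limited replicate 1 gave 0.23 and leaving out replicate 2 gave 0.98. The list of unsaturated fatty acid synthesis fell in S. cerevisiae, with a median of -1.06 (adjusted p 0.0256, 10 of 11 lower) and had 0.29 in K. marxianus (adjusted p 0.545). Its member OLE1, the fatty acid desaturase gene, had a log2 fold change of 1.33 (SE 0.30, adjusted p 0.0101) in K. marxianus. In S. cerevisiae OLE1 had -1.51 (SE 0.47, adjusted p 0.0764), and -2.28 without oxygen-limited replicate 2; DESeq2 called it.

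ERG11, which encodes an oxygen-requiring step of sterol synthesis, is shown by library in the plot of its normalised counts. In K. marxianus (KM6556v0_C005720, chromosome 3, 1150224 to 1151804) it rose from 308.3 ± 6.09 CPM in aerobic to 1706 ± 69.3 CPM in oxygen-limited cultures (SD, n = 2), a log2 fold change of 2.47 (SE 0.23, adjusted p 0.000169). In S. cerevisiae (SCEN_H00630, chromosome 8, 110641 to 112233) it went from 1877 ± 238.0 to 233.6 ± 67.8 CPM (SD, n = 2), a log2 fold change of -3.01 (SE 0.41, adjusted p 0.00497). ERG1, ERG3 and ERG25 had 3.81, 2.30 and 2.55 in K. marxianus, each with an adjusted p under 0.05, and -1.997, -1.90 and -2.19 in S. cerevisiae. There the adjusted p was 0.0184 for ERG1, 0.0826 for ERG3 and 0.00614 for ERG25, and ERG3 was called by DESeq2 and with the pair of groups fitted alone.

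**Figure D3:**
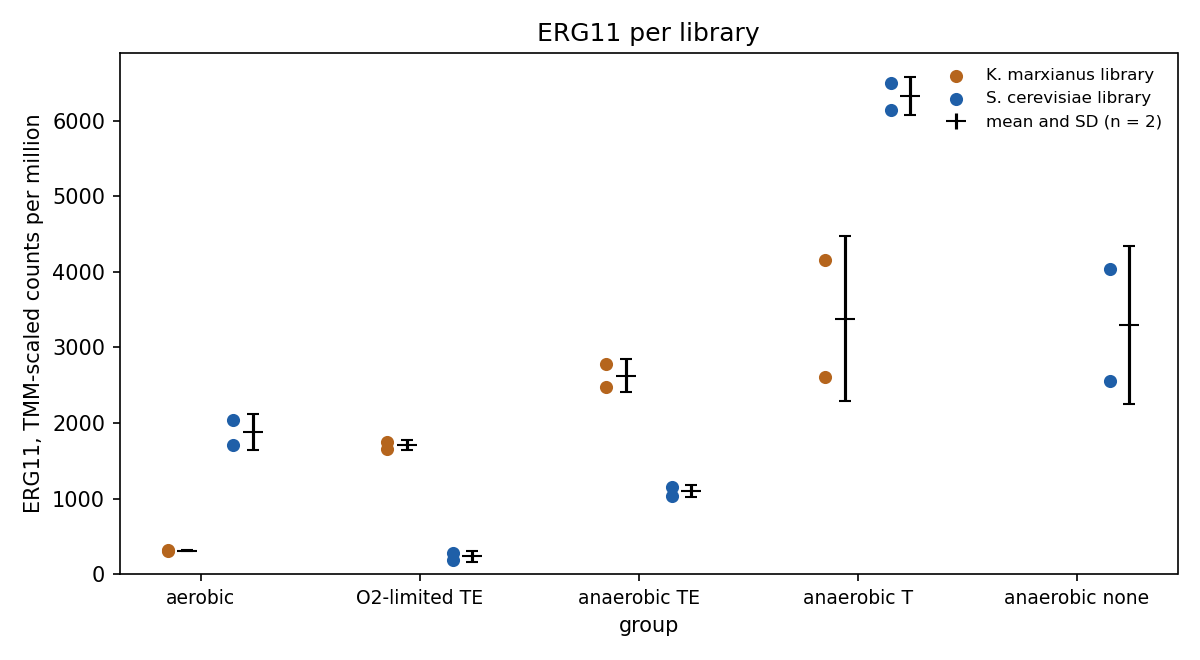
ERG11 in TMM-scaled CPM for each library, with the mean and SD of each group (n = 2). K. marxianus rose from 308.3 CPM in aerobic to 2624 CPM in TE cultures, and S. cerevisiae had 1877 CPM in aerobic, 233.6 CPM in oxygen-limited and 6325 CPM in T cultures.

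TE cultures were compared with aerobic cultures to ask how transcripts differed with oxygen absent and the supplements present. In K. marxianus 2906 genes had an adjusted p under 0.05, 1435 higher and 1471 lower, and 1353 changed by at least 1 log2 unit. The gene assigned to ALD5 had 8.16, the gene assigned to ADH1 7.48 and KM6556v0_A003270 7.64. The largest decrease with counts in both groups was in KM6556v0_A005660 (chromosome 1, 1133752 to 1136626), from 9497 ± 12.8 to 1.03 ± 0.0370 CPM (SD, n = 2), a log2 fold change of -13.15 (SE 0.39, adjusted p 9.27e-07). The gene assigned to CIT3 (KM6556v0_H004360, chromosome 8, 888428 to 889852) had -12.90 (SE 0.24, adjusted p 4.57e-07). KM6556v0_A003320 (chromosome 1, 700450 to 700956) had 50.5 ± 2.18 CPM (SD, n = 2) in aerobic cultures and 0 counts in both TE libraries, and was at least 260-fold lower there, counting error alone considered.

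In S. cerevisiae 769 genes had an adjusted p under 0.05 in TE against aerobic cultures, 361 higher and 408 lower, and 1257 changed by at least 1 log2 unit. The number called was 3440 without unsupplemented replicate 1 and 383 without T replicate 1. ANB1 (SCEN_J02620, chromosome 10, 514806 to 515279) rose from 0.359 ± 0.317 to 662.9 ± 24.3 CPM (SD, n = 2), a log2 fold change of 10.82 (SE 1.07, adjusted p 0.00106). That value was 12.13 without aerobic replicate 1 and 10.12 without aerobic replicate 2. TIR1 (SCEN_E01010) had 9.02 and SCEN_J03710 9.97, while ADY2, FDH1 and ADH2 had -8.62, -7.70 and -7.60. Reads that map to several paralogs were left out of the counts, which limits values in the TIR and PAU families.

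The ergosterol list was higher in TE than in aerobic cultures of K. marxianus, with a median log2 fold change of 1.94 and an adjusted p of 8.02e-11 (21 of 22 higher). In it, 20 genes passed over all genes tested and 20 adjusted over the list alone. In S. cerevisiae its median was -0.35 (adjusted p 0.185, 18 of 24 lower), with 5 genes past the threshold over all genes and 7 adjusted over the list alone. The respiratory chain and ATP synthase list was lower in both species, with a median of -2.02 in K. marxianus (adjusted p 4.08e-22) and -1.06 in S. cerevisiae (adjusted p 2.32e-06). The TCA cycle list had a median of -2.13 in K. marxianus (adjusted p 3.19e-05, 10 of 10 lower) and -0.91 in S. cerevisiae (adjusted p 0.00125, 10 of 11 lower). Beta-oxidation had medians of -7.44 and -3.18 in the same order. The lists of anaerobic cell wall mannoproteins, hypoxic isoforms and sterol import had fewer than 3 members in K. marxianus and were not tested there. In S. cerevisiae their medians were 5.30 (adjusted p 2.16e-05, 4 of 4 higher), 4.91 (adjusted p 2.24e-05, 4 of 5 higher) and 1.28 (adjusted p 2.94e-05, 7 of 7 higher). The sterol importer gene AUS1 had a log2 fold change of 3.62 (SE 0.52, adjusted p 0.00488), and PDR11 had 1.28 (SE 0.40, adjusted p 0.0785) and was called by DESeq2 and with the pair of groups fitted alone.

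TE cultures were also compared with oxygen-limited cultures, which received the same glucose and supplements, to ask what removing the remaining oxygen changed. In K. marxianus 2674 genes had an adjusted p under 0.05, 1321 higher and 1353 lower in TE, and 1129 changed by at least 1 log2 unit. The gene assigned to FMP23 (KM6556v0_A005410, chromosome 1, 1088805 to 1089341) rose from 5.43 ± 0.409 to 172.0 ± 20.6 CPM (SD, n = 2), a log2 fold change of 4.98 (SE 0.27, adjusted p 3.49e-05). KM6556v0_D001700 (chromosome 4, 349089 to 349340) went from 1014 ± 74.2 to 3.08 ± 0.296 CPM (SD, n = 2), a log2 fold change of -8.35 (SE 0.22, adjusted p 3.32e-06). The gene assigned to FRE4 had 4.49, KM6556v0_A007200 4.14, KM6556v0_D003440 -7.64 and KM6556v0_H004530 -7.37. The ergosterol list had a median of 0.77 (adjusted p 0.000200, 19 of 22 higher). The oxygen-requiring steps had 0.35 and were not called (adjusted p 0.658).

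In S. cerevisiae 124 genes had an adjusted p under 0.05 in TE against oxygen-limited cultures, 49 higher and 75 lower, and 681 changed by at least 1 log2 unit. The number called was 2266 without unsupplemented replicate 1 and 33 without aerobic replicate 1. SCEN_J03710 (chromosome 10, 703777 to 704673) rose from 1.11 ± 0.0148 to 1702 ± 224.0 CPM (SD, n = 2), a log2 fold change of 10.57 (SE 0.85, adjusted p 0.00506). TIR1 had 8.05. ANB1 had 7.59, and 8.88 without oxygen-limited replicate 1. SCEN_O05370 had -5.32 and FIT3 -4.87. CYC1 (SCEN_J02630, chromosome 10, 516216 to 516545) had -4.49 (SE 0.72, adjusted p 0.0273), and -3.72 without oxygen-limited replicate 1. The respiratory chain list fell, with a median of -1.36 (adjusted p 7.83e-20, 34 of 34 lower), with 4 genes past the threshold over all genes and 25 adjusted over the list alone. The oxygen-requiring sterol steps rose by 1.56 (adjusted p 1.58e-06, 5 of 5 higher). The zinc and iron list had a median of -1.59 (adjusted p 2.17e-05, 8 of 10 lower). The heme list was called with a median of 0.05 (adjusted p 0.0452, 4 of 8 higher), and the median was -0.02 without TE replicate 2. It was not called under RLE normalization.

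T cultures were compared with TE cultures to ask what leaving ergosterol out of an anaerobic medium changed. In K. marxianus, where both groups shared a run code, 1917 genes had an adjusted p under 0.05, 971 higher and 946 lower in T. All 4 fits that each left out a library outside the comparison gave fewer, from 1309 to 1317. With the pair of groups fitted alone the count was 0, although 1613 genes had an unadjusted p under 0.05. With the title stem as a replicate block in that fit it was 631. A change of at least 1 log2 unit was seen in 582 genes, and in 919 without T replicate 1. OM14 (KM6556v0_C002870, chromosome 3, 576908 to 577429) went from 70.7 ± 6.28 to 14.01 ± 3.70 CPM (SD, n = 2), a log2 fold change of -2.33 (SE 0.19, adjusted p 0.00171). KM6556v0_E003100 had -3.10, OM45 -2.35 and KM6556v0_H002120 2.69. The size of the rise in the remaining pair of genes selected depended on T replicate 1. KM6556v0_F000100 had 3.36, and 1.73 without that library, and KM6556v0_H004440 had 2.66, and 0.65 without it. None of these 6 genes was called when the pair of groups was fitted alone, with adjusted p from 0.0579 to 0.117.

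The ergosterol list was not called in T against TE cultures of K. marxianus, at a median of 0.17 (adjusted p 0.355, 14 of 22 higher). In it 5 genes passed over all genes tested and 4 adjusted over the list alone. The median was -0.15 without T replicate 1 and 0.53 without T replicate 2. ERG11 had 3382 ± 1092 CPM in T and 2624 ± 218.3 CPM in TE (SD, n = 2), a log2 fold change of 0.37 (SE 0.22, adjusted p 0.221), and -0.01 without T replicate 1. ERG25 was called, with 0.93 (SE 0.29, quasi-likelihood adjusted p 0.0438). The respiratory chain list had a median of -0.45 (adjusted p 0.000129, 25 of 32 lower).

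In S. cerevisiae 296 genes had an adjusted p under 0.05 in T against TE cultures, 101 higher and 195 lower, and 880 changed by at least 1 log2 unit. The number called was 2965 without unsupplemented replicate 2 and 47 without aerobic replicate 1. PAU3 (SCEN_P00200, chromosome 16, 16755 to 17129) rose from 3.97 ± 0.772 to 1756 ± 200.1 CPM (SD, n = 2), a log2 fold change of 8.78 (SE 0.50, adjusted p 0.000595). COX26 (SCEN_D03590, chromosome 4, 670436 to 670636) went from 222.7 ± 30.2 to 6.75 ± 1.77 CPM (SD, n = 2), a log2 fold change of -5.04 (SE 0.30, adjusted p 0.000595). PAU20 had 7.53, PAU5 7.37, EGO4 -4.26 and CTR3 -3.57. The ergosterol list rose, with a median of 1.47 (adjusted p 2.01e-14, 24 of 24 higher). Of these genes 9 passed over all genes tested and 16 adjusted over the list alone. ERG11 rose from 1098 ± 83.5 to 6325 ± 252.2 CPM (SD, n = 2), a log2 fold change of 2.53 (SE 0.40, adjusted p 0.0181). The run code differed between these groups, so the change of medium and the change of run cannot be told apart.

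Unsupplemented cultures of S. cerevisiae were compared with T cultures to ask what leaving out Tween 80 as well changed. The test gave 664 genes with an adjusted p under 0.05, 491 higher and 173 lower, but the count fell to 57 without TE replicate 2, a library outside the comparison. The pair of groups fitted alone gave 0 genes, although 578 had an unadjusted p under 0.05. A change of at least 1 log2 unit was seen in 1850 genes, in 852 without unsupplemented replicate 2 and in 3579 without unsupplemented replicate 1. SCEN_D05930, which matches the hexose transporter entries YDR345C and YHR094C (chromosome 4, 1142350 to 1144053), rose from 56.0 ± 0.654 to 4443 ± 996.0 CPM (SD, n = 2), a log2 fold change of 6.31 (SE 0.33, adjusted p 0.000653). PAU16 had 6.86, and 6.23 without unsupplemented replicate 2. YJL027C had 6.88, and 3.10 without that library, and was not called under RLE normalization. HXT7 had -4.40, and -6.25 without it. SCEN_G05600, which matches a pair of maltase entries, had -3.65 and SCEN_B04120 -3.48. None of these 6 genes was called with the pair of groups fitted alone (adjusted p 0.440 each).

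OLE1 rose from 2009 ± 76.7 CPM in T to 10418 ± 1235 CPM in unsupplemented cultures (SD, n = 2), a log2 fold change of 2.37 (SE 0.49, adjusted p 0.0303). It was not called with the pair of groups fitted alone. The unsaturated fatty acid list had a median of 0.97 in the same comparison (adjusted p 0.0325, 10 of 11 higher), with 3 genes past the threshold over all genes and 8 adjusted over the list alone. The ergosterol list had 0.14 (adjusted p 0.936), and -0.40 without unsupplemented replicate 2. The oxidative stress list had 1.52 (adjusted p 0.00257, 10 of 10 higher), and 0.45 without that library. The median of the respiratory chain list was -1.24 (adjusted p 3.50e-10, 30 of 34 lower).

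Unsupplemented and TE cultures, which shared a run code, gave 509 genes with an adjusted p under 0.05, 358 higher and 151 lower in the unsupplemented group. The count was 178 without T replicate 1, a library outside the comparison. The pair of groups fitted alone gave 0 genes, although 564 had an unadjusted p under 0.05. With the title stem as a replicate block that fit gave 56, and with the stems crossed between the groups it gave 65. A change of at least 1 log2 unit was seen in 1785 genes, in 720 without unsupplemented replicate 2 and in 3586 without replicate 1. PAU16 had 10.35 (9.74 without unsupplemented replicate 2), PAU3 10.03, PAU20 10.01, COX26 -7.88, SCEN_G05600 -4.88 and SCEN_B04120 -4.82. Each lost its call with the pair of groups fitted alone (adjusted p 0.0881 to 0.195). The ergosterol list rose by a median of 1.57 (adjusted p 3.67e-09, 24 of 24 higher), with 12 genes past the threshold over all genes and 19 adjusted over the list alone. That median was 1.16 without unsupplemented replicate 2. The mannoprotein list had 3.11 (adjusted p 0.00120), and 1.47 without the same library.

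The change in each comparison was then tested for a difference between the species, over 3898 genes paired by a shared S. cerevisiae reference entry. In oxygen-limited against aerobic cultures 2201 pairs had an adjusted p under 0.05, 1100 with the higher log2 fold change in K. marxianus and 1101 with the lower. An absolute difference above 1 as a further requirement moved this count most, to 1314. The counts were 1746 for TE against aerobic, 1823 for TE against oxygen-limited and 1970 for T against TE cultures. This fit holds no unsupplemented libraries, and it called more S. cerevisiae changes than the fit of all 10 S. cerevisiae libraries: 2311 pairs in oxygen-limited against aerobic and 1729 in T against TE cultures, where the latter fit called 827 and 296 genes. Of the 1200 pairs it called in both species in oxygen-limited against aerobic cultures, 608 moved the same way and 592 opposite ways. The pairs moving the same way and opposite ways were 974 and 325 in TE against aerobic cultures. They were 484 and 336 in TE against oxygen-limited and 245 and 631 in T against TE cultures. The K. marxianus calls behind the last counts rest on a dispersion shared over all groups. With its T and TE groups fitted alone, K. marxianus had 0 called genes, although 1613 had an unadjusted p under 0.05 (quasi-likelihood test). The run code differed between groups in at least 1 species in each of these comparisons, so a difference between species and a difference between runs cannot be told apart.

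Among the pairs selected by rule, ALD5 differed by 9.78 (SE 0.78, adjusted p 1.03e-06) in oxygen-limited against aerobic cultures, rising by 9.21 in K. marxianus and changing by -0.57 in S. cerevisiae. ALD4 differed by -9.51 (SE 0.47, adjusted p 2.75e-08). AAC3 differed by -9.30 (SE 0.27, adjusted p 4.03e-10) in TE against aerobic cultures, changing by -2.81 in K. marxianus and 6.49 in S. cerevisiae. SUC2 differed by -7.75 (SE 0.44, adjusted p 1.84e-07) in TE against oxygen-limited cultures. HSP12 differed by 5.37 in the same comparison, and by 3.08 without oxygen-limited replicate 2 of S. cerevisiae. In T against TE cultures DAD4 differed by 4.41 (3.59 without T replicate 2 of K. marxianus), GIC2 by -2.75 (-3.91 without that library) and IME2 by -2.71. The names rest on the counterpart each K. marxianus gene was assigned.

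The ergosterol list differed between the species in 3 of the 4 comparisons. The median difference was 1.79 in oxygen-limited against aerobic cultures, with 22 of 22 pairs higher in K. marxianus, of which 19 passed over all pairs and 20 adjusted over the list alone. It was 2.26 in TE against aerobic cultures (22 of 22 higher) and -1.27 in T against TE cultures (22 of 22 lower), where 17 pairs passed over all pairs and 18 adjusted over the list alone. In TE against oxygen-limited cultures it was 0.21 (adjusted p 0.714). Leaving out T replicate 2 of K. marxianus gave -0.89 in T against TE cultures. Of 40 list tests of the species difference 16 were called, and all 16 held under fry. With the correlation between genes estimated from the data 0 were called, although 6 had an unadjusted p under 0.05.

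**Figure D4:**
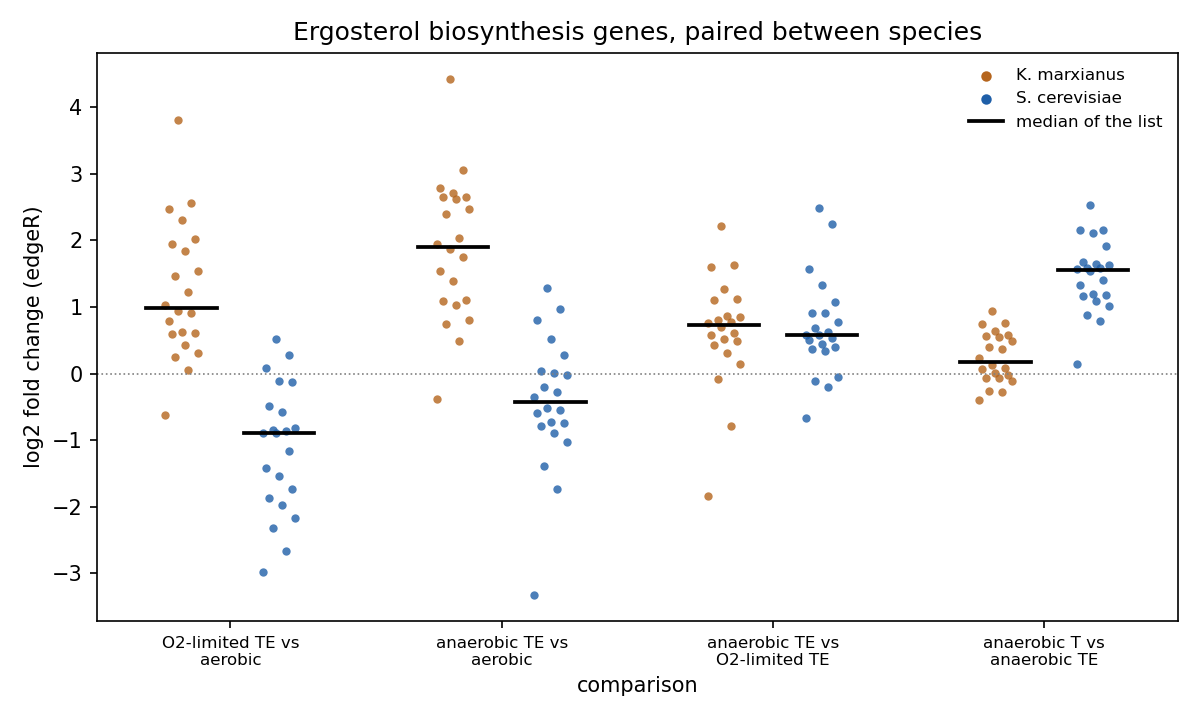
Log2 fold change of the 22 paired genes of the ergosterol list in each species (K. marxianus brown, S. cerevisiae blue) for the 4 comparisons both species share, each point a gene and each bar the list median. The medians were 0.99, 1.91, 0.73 and 0.18 in K. marxianus and -0.89, -0.43, 0.58 and 1.56 in S. cerevisiae.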

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

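RLE normalization was planned, but the share of calls it kept was chosen as a test only after the results were seen, as were the tests of run codes, of depth in the comparisons other than oxygen-limited against aerobic, and of leaving out 1 library for the list medians. Every result here is a difference between the species in the change between the same conditions, and was tested as an interaction. No other kind of result met the rules set for a closer look.

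The change from aerobic to oxygen-limited cultures differed between the species in 2201 of 3898 gene pairs at an adjusted p under 0.05. It differed in 1746 pairs for TE against aerobic, 1823 for TE against oxygen-limited and 1970 for T against TE cultures. The last count rests on a dispersion shared over all groups, while the T replicates of K. marxianus lay far apart. With its T and TE groups fitted alone, K. marxianus had 0 called genes. The choice of TMM over RLE as the source of the species counts is argued against by the calls kept under RLE. The shares kept with the same sign were 96.91% for oxygen-limited against aerobic and 98.45% for TE against aerobic cultures. They were 97.97% for TE against oxygen-limited and 98.73% for T against TE cultures. Both methods assume that most genes do not change, and a failure of that assumption was not tested. Depth as the source is argued against by the 2142, 1728, 1781 and 1933 pairs called in the same order after every library was thinned to 5387341 counts over the paired genes. A difference between runs stays open. In 0 of the 4 comparisons do both species hold both groups within 1 run code, so a change of run in either species and the change of condition cannot be told apart. This is a limit of the design and not a test result. A biological difference between the species stays open as well.

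The ergosterol list changed in opposite directions between aerobic and oxygen-limited cultures of the species. Glucose and Tween 80 changed together with oxygen in both comparisons with aerobic cultures, so these factors cannot be told apart. The median difference, K. marxianus minus S. cerevisiae, was 1.79 in oxygen-limited against aerobic cultures and 2.26 in TE against aerobic cultures, with all 22 pairs higher in both. In T against TE cultures it was -1.27, with all 22 pairs lower. The 5 oxygen-requiring sterol steps, which are among the 22, differed by 4.72, 3.16, -1.66 and -1.92 in oxygen-limited against aerobic, TE against aerobic, TE against oxygen-limited and T against TE cultures. A trend on gene length is argued against, since the ergosterol median was 1.633 for oxygen-limited against aerobic and -1.145 for T against TE cultures after the trend was removed in each species. The replicates of K. marxianus T lay apart, and 1 library of that group as the source of the last value is argued against by -0.894, the median closest to 0 over the fits that each left out a library (here T replicate 2). Leaving out T replicate 1 gave -1.56. In T against TE cultures the K. marxianus groups shared a run code. In S. cerevisiae the list was also higher within 1 run, by a median of 1.57 (24 of 24 genes) in unsupplemented against TE cultures and 1.16 without unsupplemented replicate 2. Tween 80 was left out there together with ergosterol, so this value does not exclude a difference between runs in T against TE cultures. The run codes stay open for these lists too. A difference in how the species respond to oxygen, glucose, Tween 80 or ergosterol in the medium stays open as well.

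Other lists also differed between the species. Beta-oxidation differed by -3.60 in oxygen-limited against aerobic and -4.36 in TE against aerobic cultures, falling in both species and further in K. marxianus. Glycolysis and ethanol formation differed by 2.98, 1.33 and -1.76 in oxygen-limited against aerobic, TE against aerobic and TE against oxygen-limited cultures. The respiratory chain and ATP synthase list differed by -1.53 in oxygen-limited against aerobic and -1.01 in TE against aerobic cultures. The value in oxygen-limited against aerobic cultures was -1.05 without oxygen-limited replicate 1 of S. cerevisiae and -1.86 without replicate 2. Oxidative stress defence differed by 0.83 in TE against aerobic and 1.56 in TE against oxygen-limited cultures. All 16 list differences kept their call and direction under RLE and under fry, and none of them did with an estimated correlation between genes, where 6 of the 40 tests had an unadjusted p under 0.05. The list members were chosen from S. cerevisiae and assigned to K. marxianus genes, and a wrong assignment of paralogs in the alcohol dehydrogenase family was not tested. The biological explanation, a difference between the species, and the technical one, a difference between runs, were not separated for these lists.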

How the results depend on the processing

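The tests chosen after the results were seen were the likelihood ratio test, voom with library quality weights, robust dispersion shrinkage, the crossed replicate block, leaving out libraries outside a comparison, leaving out libraries for the list medians and all alternatives for the named pairs. The other alternatives were planned. RLE normalization, no filter on low counts and robust shrinkage kept all 10 counts of called genes within 1.5 times their value. RLE and no filter did the same for the 10 counts of genes with a change of at least 1 log2 unit. RLE also did so for the 4 counts of pairs that differ between species. Leaving out the filter gave the same 4 counts as the main fit, so it was no test of them. Comparisons are listed below as oxygen-limited against aerobic (A), TE against aerobic (B), TE against oxygen-limited (C), T against TE (D), and in S. cerevisiae unsupplemented against T (E) and against TE (F). Where no cause is given, the cause was not tested.

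A further threshold of 1 on the absolute log2 fold change lowered the K. marxianus counts to 1022 (A), 1324 (B), 1082 (C) and 489 (D), by its own construction. The same threshold on the species difference gave 1314 (A), 945 (B), 959 (C) and 1023 (D). DESeq2 gave more S. cerevisiae genes: 1518 (A), 1377 (B), 586 (C), 961 (D), 2038 (E) and 1629 (F). The likelihood ratio test also gave more, with 1335 (A), 1242 (B), 450 (C), 753 (D), 1735 (E) and 1400 (F). These tests take less account of the uncertainty of each gene's dispersion than the quasi-likelihood test does. Whether this difference raised the counts was not tested. For the 4 K. marxianus comparisons DESeq2 and the likelihood ratio test stayed within 1.5 times.

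Voom with library quality weights gave 3876 genes for A and 807 for D in K. marxianus. In S. cerevisiae it gave 3131 (A), 4018 (B), 1517 (C) and 3685 (D), but 99 for E and 204 for F. It gave the unsupplemented libraries the lowest weights of the 10 libraries, with 0.0409 for replicate 2. The pair of groups fitted alone moved the counts in the same directions. It gave 3878 genes for A and 0 for D in K. marxianus, the latter with 1613 genes at an unadjusted p under 0.05. In S. cerevisiae it gave 2923 (A), 4039 (B), 1069 (C) and 3727 (D). For E and F it gave 0 genes, with 578 and 564 at an unadjusted p under 0.05. The rises for A to D in S. cerevisiae came with the unsupplemented libraries left out or given low weight. The species fit, which holds none of them, also called more S. cerevisiae changes, with 2311 (A), 1989 (B), 1365 (C) and 1729 (D) pairs. That fit also holds K. marxianus libraries, so it does not isolate the cause. The rise for A in K. marxianus came with the T libraries left out or given low weight. Voom gave them the lowest weights in that species, 0.169 and 0.171. Leaving out either T library also raised this count, and leaving out either TE library lowered it. The pair of groups fitted alone leaves out the TE libraries as well, so it does not isolate the cause. The falls were in comparisons that hold the group with the largest replicate SD of its species. Their cause was not tested.

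The replicate block on the title stem, fitted on the pair of groups, gave 631 genes for D in K. marxianus and 56 for F in S. cerevisiae. With the stems of F crossed, so that the blocks joined libraries of different stems, the count was 65. The block of F therefore called no more genes with the stems as titled than with them crossed. No crossed block was fitted for D.

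Leaving out 1 library at a time moved the counts most in S. cerevisiae, where the libraries left out lay outside the groups compared. For A the count ran from 353 (without T replicate 1) to 3670 (without unsupplemented replicate 1), for B from 383 to 3440 (without the same libraries), and for C from 33 (without aerobic replicate 1) to 2266 (without unsupplemented replicate 1). For D it ran from 47 (without aerobic replicate 1) to 2965 (without unsupplemented replicate 2). For E it ran from 57 (without TE replicate 2) to 275 (without oxygen-limited replicate 1), and for F from 178 (without T replicate 1) to 291 (without oxygen-limited replicate 1). In K. marxianus the count for A ran from 2084 (without TE replicate 2) to 3678 (without T replicate 1). The counts for B, C and D, from 2499 to 3918, 2254 to 3785 and 1309 to 1317, stayed within 1.5 times their values. The species counts did so as well: from 2069 to 2556 (A), 1629 to 2191 (B), 1684 to 2252 (C) and 1863 to 2164 (D).

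The number of genes with a change of at least 1 log2 unit, with libraries of the comparison left out, ran from 567 (without TE replicate 1) to 919 (without T replicate 1) for D in K. marxianus. It ran from 852 to 3579 for E and from 720 to 3586 for F, the low value without unsupplemented replicate 2 and the high value without replicate 1. In the other 7 comparisons this number stayed within 1.5 times.

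The gene list calls depended on the correlation between genes. With it estimated, calls went from 16 to 4 in K. marxianus and from 38 to 0 in S. cerevisiae, where 14 of the 78 tests had an unadjusted p under 0.05. The rotation test gave 25 calls in K. marxianus and 38 in S. cerevisiae. Under RLE 115 of the 118 list results kept their side of the threshold, 1 became stronger and 2 weaker. For the species difference all 40 list results held under RLE, 9 became stronger under the rotation test and 16 weaker with the estimated correlation.

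Some called medians changed sign when 1 library was left out. The heme list (heme_biosynthesis) in C of S. cerevisiae ran from -0.0204 without TE replicate 2 to 0.25 without oxygen-limited replicate 1, with 0.05 over all libraries. The oxidative stress list (oxidative_stress_defence) in F, called at 1.39, ran from -0.0334 without unsupplemented replicate 2 to 2.08 without replicate 1, so that rise rested on replicate 2. Medians that were not called also changed sign, such as the mannoproteins in E, at 1.42, from -0.66 to 2.14 without the same libraries, and glycolysis in F, at 1.27, from -0.35 to 1.98. ERG1 in D of K. marxianus, not called at -0.0025, had 0.0281 under RLE, 0.0264 under DESeq2 and 0.0036 with the pair of groups alone, all near 0. Among the named genes, DESeq2 left 85 on the same side of the threshold and made 5 stronger, RLE left 89 and made 1 weaker, and the pair of groups alone left 61, made 7 stronger and 22 weaker. All 24 named pairs kept their call under RLE and with the 8 libraries of the comparison alone. Leaving out 1 library changed the size of a list's median by more than 1.5 times in 97 cases. It stayed within 1.5 times in 373, and in 2 further cases a called median changed sign.

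Depth limits the unsupplemented group most. Its replicate 2 had an effective depth of 1057730 counts after scaling, and scarce transcripts have wider counting error there. A call absent in S. cerevisiae does not show that a gene did not change, since 0 to 4% of simulated changes of 1 log2 unit and 31 to 62% of those of 2 units were recovered there.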

Other observations

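Tests chosen only after the results were seen were those of a library of another group, of scarce transcripts, of GC content as part of the cause, of ribosomal RNA, of an error in writing a count, of the position between aerobic and anaerobic, of the run code in S. cerevisiae T, of the K. marxianus ergosterol list and of the identical tables. The other tests were chosen before.

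The unsupplemented libraries of S. cerevisiae lay far apart. The SD of their log2 difference across 5562 genes was 1.725, against 0.133 to 0.477 in the other 4 groups. Replicate 2 was higher than replicate 1 in glycolysis by a median of 2.19 (18 of 18 genes) and in the mannoproteins by 2.21 (4 of 4), and in the ergosterol list by 0.83 (18 of 24). Several explanations are argued against as the whole cause. The SD stayed at 1.704 after a trend on gene length was removed, at 1.693 without the 100 genes with the most counts in replicate 2, and at 1.671 after a trend on abundance in the T libraries was removed. Low depth would give less, since the largest SD in the other groups was 0.5137 with 1 library thinned to the effective depth of replicate 2. Removing a trend on GC content brought the SD from 1.702 to 1.346 on the genes with a known GC content, which still exceeds the other groups. A bias on GC content as part of the cause is consistent with the Spearman correlation of 0.6088 across genes between the replicate difference and GC content, against at most 0.338 in the other S. cerevisiae groups. A library of another group under this label is argued against, since the highest Pearson's r of replicate 2 with such a library was 0.6237, under its 0.710 with replicate 1. Replicate 1 was closer to the TE and T libraries than to replicate 2. It was not closer to the aerobic and oxygen-limited libraries, with r from 0.6225 to 0.7043. Its highest r was 0.8884, to T replicate 1. A library of another group under the label of replicate 1 is argued against, since that value is under 0.957, the lowest r between the replicates of another S. cerevisiae group. A library from outside these groups was not tested. A stronger form of the change from TE to T is argued against by a Spearman correlation of 0.06917 across genes. A difference in the state of the culture stays open and was not tested.

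SCEN_L02180 (chromosome 12, 435495 to 435845) had 563517 counts in unsupplemented replicate 2 and 5635 in replicate 1, against 1266 to 10736 in the other S. cerevisiae libraries. Its neighbours correspond to YLR154C and YLR155C, and the S288C reference holds 22 genes between these, of which 8 are ribosomal RNA genes. Reads of ribosomal RNA at the neighbouring repeat may be counted there, but the 8 genes show position alone, and the reads themselves were not examined, so the sources of these counts cannot be told apart. The count in replicate 2 begins with the digits of the count in replicate 1, which leaves a doubt about it. An error in writing it made after the authors' own test is argued against by the log2 fold change of 10.76 for unsupplemented against T cultures in the authors' deposited table, the same as from the counts here. With the count of replicate 1 in both libraries it was 4.238. An earlier error stays open. No biological explanation was tested.

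The T libraries of K. marxianus also differed, with an SD of 0.61 against at most 0.246 in the other groups. The ergosterol list was lower in replicate 2 than in replicate 1 by a median log2 difference of -0.51 (20 of 22 genes), and glycolysis by -0.53 (13 of 13). A loss of long transcripts is argued against, since removing a trend on gene length left 0.6016. Different progress along the change from oxygen-limited to TE cultures had a Spearman correlation of 0.1112 across genes, and a factor shared by libraries of 1 title stem had 0.2452. With a single pair of libraries, neither value separates these explanations from others, and they cannot be told apart.

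The oxygen-limited libraries of S. cerevisiae had an SD of 0.4772. Removing a trend on gene length left 0.4768 and removing a trend on GC content left 0.4687, which argues against these trends as the source. Replicate 2 was lower in the respiratory chain list by a median of -0.66 (34 of 34 genes) and higher in beta-oxidation by 0.73 (10 of 10). A different position on the change from aerobic to anaerobic cultures had a Spearman correlation of -0.1915 across genes. With 1 pair of libraries and list changes that go both ways, it and other differences between the cultures cannot be told apart.

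The change from TE to T in S. cerevisiae coincided with a change of run code. The mean of T minus 1 of the TE replicates was set against 1 of the unsupplemented replicates minus the other TE replicate, which is a difference within 1 run. The Spearman correlation across genes ran from 0.1667 to 0.5039 over the 4 choices of replicates, so it depended on the choice and does not exclude the run code as the whole cause. Within that run the ergosterol list was higher in unsupplemented replicate 1 than in TE by a median of 1.24 (23 of 24 genes). Those cultures lacked Tween 80 as well as ergosterol. The change of medium and the change of run cannot be told apart for T against TE cultures, since no T library shares a run with a TE library.

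In K. marxianus the ergosterol list was higher in TE than in aerobic cultures, with ergosterol in both media. A hypothesis is that ergosterol in the medium does not lower these genes in K. marxianus. The median of the paired genes in T against TE cultures was 0.1816, which is consistent with that hypothesis. The test could have shown a rise as in S. cerevisiae, where the median was 1.56. The median does not speak for each gene. In K. marxianus 14 of the 22 genes were higher and 8 lower in T cultures. Among them ERG25, an oxygen-requiring step, was called higher, by 0.93 (SE 0.29, quasi-likelihood adjusted p 0.0438). With the pair of groups fitted alone, 0 genes were called. The hypothesis was formed on these data, and the median depended on the replicate: it was -0.15 without T replicate 1 and 0.53 without T replicate 2 over all 22 genes.

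The authors' deposited tables held the same genes at an adjusted p under 0.05 as the likelihood ratio test here in each comparison they cover: 2564, 2986 and 2128 genes in the oxygen-limited against aerobic, TE against aerobic and T against TE comparisons of K. marxianus, and 1335, 1242, 450, 753 and 1735 in S. cerevisiae. A pair of the authors' deposited tables for K. marxianus, named as comparisons of different conditions, are identical. Their log2 fold changes had a Pearson's r of 1 across genes with T against TE cultures, and 0.1119 with TE against oxygen-limited cultures. This is consistent with the T against TE comparison standing under both names, in which case the authors' table for TE against oxygen-limited cultures was not used here.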
